# RBBP4 dysfunction reshapes the genomic landscape of H3K27 methylation and acetylation and disrupts gene expression

**DOI:** 10.1093/g3journal/jkac082

**Published:** 2022-04-13

**Authors:** Weipeng Mu, Noel S Murcia, Keriayn N Smith, Debashish U Menon, Della Yee, Terry Magnuson

**Keywords:** histone methylation, histone acetylation, transcriptional regulation, Polycomb-group proteins, enhancer, super-enhancer

## Abstract

RBBP4 is a subunit of the chromatin remodeling complexes known as Polycomb repressive complex 2 and histone deacetylase 1/2-containing complexes. These complexes are responsible for histone H3 lysine 27 methylation and deacetylation, respectively. How RBBP4 modulates the functions of these complexes remains largely unknown. We generated viable *Rbbp4* mutant alleles in mouse embryonic stem cell lines by CRISPR-Cas9. The mutations disrupted Polycomb repressive complex 2 assembly and H3K27me3 establishment on target chromatin and altered histone H3 lysine 27 acetylation genome wide. Moreover, *Rbbp4* mutant cells underwent dramatic changes in transcriptional profiles closely tied to the deregulation of H3K27ac. The alteration of H3K27ac due to RBBP4 dysfunction occurred on numerous cis-regulatory elements, especially putative enhancers. These data suggest that RBBP4 plays a central role in regulating histone H3 lysine 27 methylation and acetylation to modulate gene expression.

## Introduction

Histone modifications are critical epigenetic regulators that specify the transcriptome during lineage determination and tightly control transcriptional states to preserve cellular identity over cell generations (Laugesen *et al.* 2019). Various histone modifications exist, including methylation and acetylation, which are central regulators of gene expression. These modifications are functionally deterministic on chromatin regions around cis-regulatory elements such as promoters, enhancers, and silencers. They impact transcription factor binding and activity by altering chromatin structure and accessibility (Creyghton *et al.* 2010; Ferrari *et al.* 2014). Lysine 27 on histone H3 (H3K27) can be either methylated by Polycomb repressive complex 2 (PRC2) (Cao *et al.* 2002) or acetylated by p300 and CBP (Jin *et al.* 2011). These modifications serve as hallmarks of transcriptional repression and activation, respectively. Disruption of H3K27 methylation and acetylation results in numerous cellular defects. These include cell proliferation and differentiation anomalies during embryogenesis and tissue specification (Faust *et al.* 1998; O’Carroll *et al.* 2001; Mu *et al.* 2014). Their dysregulation impacts disease processes such as tumorigenesis (Laugesen and Helin 2014).

PRC2, the methyltransferase with specific activity toward H3K27, is responsible for the mono-, di-, and tri-methylation modifications of this residue (H3K27me1/me2/me3) (Cao *et al.* 2002). PRC2 maintains gene silencing primarily through the deposition of H3K27me3 at promoter regions (Tanay *et al.* 2007; Ku *et al.* 2008). This activity has significant developmental implications. RBBP4 and RBBP7 are core subunits of PRC2 that share 92% identity. Both proteins contain WD40 domains that serve as scaffolds for protein complex assembly or platforms to recruit diverse molecules that form functional complexes (Verreault *et al.* 1996; Smith *et al.* 1999). Within PRC2, RBBP4 physically interacts with SUZ12 and AEBP2 (Chen *et al.* 2018). However, unlike EED, SUZ12, and EZH2, the RBBP4/7 homologs are not required for methyltransferase activity (Huang *et al.* 2021, p. 4), and precise roles for RBBP4/7 in regulating PRC2 functions remain unclear.

RBBP4/7 are also components of histone deacetylase (HDAC) complexes essential for normal development, including NuRD, Sin3, and CoREST (Kelly and Cowley 2013). RBBP4/7 and HDAC1 and HDAC2 are shared among these complexes and coordinate with other complex-specific subunits to provide target specificity or additional catalytic activities (Laugesen and Helin 2014). HDAC-complexes function in both transcriptional activation and repression through dynamic acetylation and deacetylation (Clayton *et al.* 2006; Kelly and Cowley 2013). The NuRD complex, comprised dimer of the subcomponents HDAC1:RBBP4:MTA1, binds nucleosomes, with the RBBP4 protein mediating interaction with histone H3 tails as a mechanism for recruitment of NuRD to chromatin (Millard *et al.* 2016). Histone acetylation and deacetylation regulation in transcription need clarification to understand how RBBP4 functions within different HDAC complexes.

Since RBBP4/7 are essential for cell viability, it is difficult to test their roles experimentally. By utilizing CRISPR-Cas9 to target *Rbbp4* and *Rbbp7* in mouse embryonic stem cells (ESCs), we generated viable ESC colonies with mutated *Rbbp4/7*. We found that RBBP4 mutations remarkably altered transcriptional profiles and the landscape of H3K27 methylation and acetylation. Our results suggest that RBBP4 is involved in acetylation and deacetylation of H3K27, especially at enhancers, to fine-tune gene activity.

## Materials and methods

### Cell culture

Mouse E14 ESCs were cultured in Glasgow Minimum Essential Medium supplemented with 15% fetal bovine serum, 1.0 mM l-glutamine, 0.1 mM minimal essential medium-nonessential amino acids, 0.1 mM β-mercaptoethanol, and leukemia inhibitory factor.

### Genome editing of *Rbbp4* and *Rbbp7* by CRISPR-Cas9

sgRNAs targeting *Rbbp4* and *Rbbp7* were cloned into eSpCas9(1.1) (Addgene, Cat. No. 71814) using a Golden Gate assembly cloning strategy (Bauer *et al.* 2014). *Rbbp4* sgRNA sequences are 5′-CACCGATCATTAGGGAGCTGGACAC-3′ and 5′-AAACGTGTCCAGCTCCCTAATGATC-3′. 

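Without the cloning overhangs and the leading G, the *Rbbp4* guide reads ATCATTAGGGAGCTGGACAC. In the mouse genome build GRCm38 (mm10), it matches chromosome 4 from 129328631 to 129328650, next to the protospacer adjacent motif TGG. The GENCODE annotation places the site in exon 3 of the 12 exons of the *Rbbp4* transcript Rbbp4-201, in the coding sequence, across codons 83 to 89. *Rbbp4* is transcribed from the minus strand, and the guide has the sequence of the strand opposite to the transcript, which reads GTGTCCAGCTCCCTAATGAT at the site. In the direction of the transcript, the reference sequence around the site is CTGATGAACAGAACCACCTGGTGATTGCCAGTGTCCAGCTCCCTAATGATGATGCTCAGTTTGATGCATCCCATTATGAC. The site also lies in exons without coding sequence of the transcripts Rbbp4-203 and Rbbp4-204.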

*Rbbp7* sgRNA sequences are 5′-CACCGCCCAGCACTAGCCAATGAA-3′ and 5′-AAACTTCATTGGCTAGTGCTGGGC-3′. The modification of *Rbbp4/7* genes in ESCs followed the procedure as described (Yang *et al.* 2014). Briefly, 5 × 10^4^ E14 ESCs were cultured on 60 mm dishes for 1 day and then transfected with plasmids expressing Cas9 and sgRNAs, along with a plasmid expressing PGK-PuroR (Addgene, Cat. No. 31937) using the FuGENE HD reagent (Promega) according to the manufacturer’s instructions. The cells were treated with 2 μg/ml puromycin for 2 days and recovered in a standard culture medium until ESC colonies grew. Targeted colonies were genotyped by PCR and verified by DNA sequencing and Western-blot analyses.

### ChIP-seq and ChIP-PCR analyses

ChIP was performed as described (Raab *et al.* 2015) with minor modifications. Five million cells were used per IP. The nuclear membrane was broken by mild sonication instead of passing through 20G needles. The chromatin was immunoprecipitated with the antibodies listed in Reagent Table. ChIP-seq libraries were prepared using the KAPA HyperPrep kit according to the manufacturer’s instructions and sequenced on Illumina’s NovaSeq 6000 system. Sequence reads were aligned to genomic sequence (mm10) with Bowtie2 (Langmead and Salzberg 2012). MACSv2 identified ChIP-seq enrichment using the broad peaks model (Zhang *et al.* 2008). Differential binding analyses were performed using CSAW, and significant differences in counts were called at a false discovery rate (FDR)≤0.05 (Lun and Smyth 2016). ChIP-qPCR validated differential binding on target loci (Supplementary Table 1) using SsoFast EvaGreen supermix (Bio-Rad) and CFX96 thermocycler (Bio-Rad).

### RNA-seq analysis

RNA-seq analysis was performed in triplicate for control and each mutant cell line. Cells were lysed with the TRIzol reagent (Invitrogen), and total RNA was isolated using the Direct-zol RNA kit (Zymo). Sequencing libraries were prepared using a Kapa mRNA HyperPrep kit per the manufacturer’s instructions and then sequenced on an Illumina NovaSeq 6000 system (paired-end×50 bp). Sequence reads were aligned to the mm10 genomic sequence with STAR (v2.7.3) (Dobin *et al.* 2013). Aligned reads were counted by HTSeq (Anders *et al.* 2005), and differentially expressed genes between controls and mutants were analyzed using DESeq2 (v1.22.2). Significant differences in counts were called at FDR adjusted *P*-values ≤0.01 (Love *et al.* 2014).

### Protein extraction, histone extraction, immunoprecipitation, and Western blotting

Protein or histones were prepared from ESCs for Western-blot analysis as described (Mu *et al.* 2017, p. 1). For immunoprecipitation assays, whole-cell lysate was prepared in F lysis buffer (20 mM Tris pH 7.9, 500 mM NaCl, 4 mM MgCl_2_, 0.4 mM EDTA, 2 mM DTT, 20% glycerol, 0.1% NP40, and proteinase inhibitor) and adjusted to 300 mM NaCl by adding dilution buffer (20 mM Tris pH 7.9, 10% glycerol) (Cao and Zhang 2004, p. 12). Protein extract (200 μg) was incubated with antibodies (see Reagents Table) for immunoprecipitation or Western blot.

## Results

### Generation of stable *Rbbp4* and *Rbbp7* mutant ESC lines by CRISPR

To generate viable cell lines with disrupted RBBP4 or RBBP7 function, we utilized CRISPR-Cas9 to target the N-terminus of RBBP4 and RBBP7 with sgRNAs to isolate viable mutant ESC clones. Mutant cell lines were validated by examining nucleotide sequences and protein expression levels of *Rbbp4* and *Rbbp7*. For *Rbbp4*, we obtained 2 ESC clones. The first mutant clone, *Rbbp4^Ins/Ins^*, contains a 3-nucleotide insertion on both alleles, resulting in a homozygous missense mutation (Val84Asp) and a Cys insertion at the 85th amino acid (Fig. 1a). The second mutant clone, *Rbbp4^Ins/Del^*, has the same *Rbbp4^Ins^* on 1 allele and an 18-nucleotide deletion on the other allele, leading to the deletion of 6 amino acids (79th to 84th) (Fig. 1b).

**Fig. 1.**
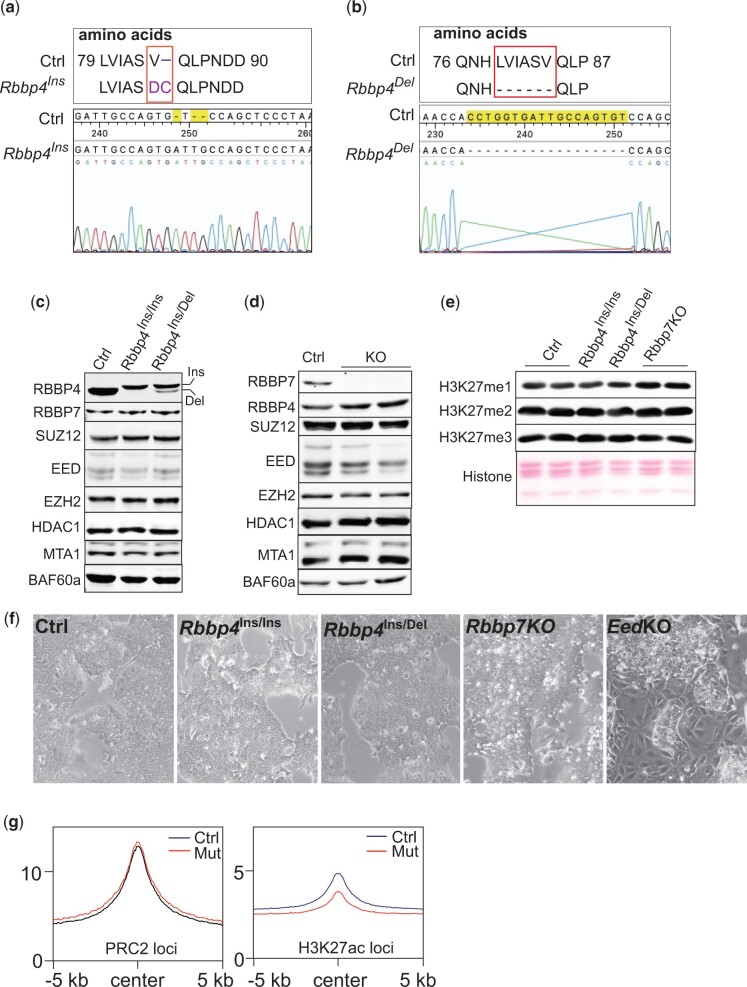
Characterization of *Rbbp4* and *Rbbp7* mutant ESC lines generated by CRISPR-Cas9. a) Identification of a 3-nucleotide insertion in *Rbbp4*^Ins/Ins^ ESC line by DNA sequencing caused amino acid substitution and insertion in mutant RBBP4. b) Identification of an 18-nucleotide deletion in the *Rbbp4*^Ins/Del^ ESC line by DNA sequencing caused 6-amino acid truncation in the mutant RBBP4. c) Assessment of RBBP4 and other subunits of RBBP4-containing complexes in E14 (ctrl) and 2 *Rbbp4* mutants ESC lines by Western-blot analysis. BAF60a serves as a loading control. d) Assessment of RBBP7 and other subunits of RBBP7-containing complexes in E14 (ctrl) and *Rbbp7* knockout (KO) ESCs by Western-blot analysis. e) Western-blot analysis of H3K27 methylation in E14 (ctrl), *Rbbp4* mutant, and *Rbbp7* knockout (KO) ESCs. f) Comparative brightfield microscopy images of ESC colonies in culture. g) Profile plots depicting the enrichment of RBBP4 within −5/+5 kb of the center of SUZ12 binding regions and K27ac enriched regions.

Western-blot analysis showed that mutant RBBP4 proteins expressed at lower levels and RBBP4^Ins^ migrated slower relative to controls (Fig. 1c). The gel shift associated with RBBP4^Ins^ could be due to oxidation of the inserted cysteine, which can retard protein migration through SDS–PAGE (Wu *et al.* 2000). We did not retrieve *Rbbp4* homozygous null clones confirming *Rbbp4* as an essential gene (Huang *et al.* 2021, p. 4). For *Rbbp7*, we obtained 2 homozygous null ESC clones with no RBBP7 protein detected (Fig. 1d), suggesting RBBP7 is dispensable for ESC viability. The mutations in *Rbbp4* or loss of RBBP7 did not impair the expression of PRC2 core subunits, EED, EZH2, and SUZ12, and HDAC complex subunits such as MTA1 and HDAC1 (Fig. 1, c and d). Global levels of H3K27 methylation were not altered in *Rbbp4* and *Rbbp7* mutants as assessed by Western blot (Fig. 1e). Both *Rbbp4* mutants and *Rbbp7* knockout cells maintained their self-renewal capacity and did not exhibit spontaneous differentiation that occurred in *Eed* knockout ESCs (Fig. 1f).

To test whether the *Rbbp4* mutations impaired its binding to chromatin, we performed ChIP-seq analyses to determine RBBP4 enrichment on PRC2-targeted loci and H3K27ac enriched regions. Although RBBP4 protein was lower in the mutant cells, there was no reduction of mutant RBBP4 on PRC2 target loci indicated by SUZ12 binding regions (Fig. 1g). In contrast, the decrease observed in mutant RBBP4 peaks at H3K27ac enriched regions (Fig. 1g) results from either insufficient RBBP4 or impaired binding capability of mutant RBBP4 to chromatin.

### RBBP4 is required for PRC2 assembly and trimethylation of H3K27 on target chromatin

We performed ChIP-seq analyses to examine H3K27me3 enrichment and SUZ12 binding on PRC2 target loci. Although global levels remained stable (Fig. 1e), reduced H3K27me3 enrichment across gene bodies occurred in *Rbbp4* mutants compared to the controls (Fig. 2a). A decrease in SUZ12 and EZH2 binding at target genes accompanied the reduction in H3K27me3 (Fig. 2, a and b). We confirmed ChIP-seq results by ChIP-qPCR analysis on genes with H3K27me3 localized broadly across gene bodies (*Hoxa10*, *Hoxd9*, *Pax7*, *T*) or narrowly around the TSS (*Runx2*, *Shc3*, *Wnk2*) (Fig. 2, c and d). In contrast, the loss of RBBP7 did not reduce the enrichment of H3K27me3 and SUZ12 on PRC2 loci (Fig. 2a). Together these data suggest that RBBP4 is essential for PRC2 binding on target chromatin to establish H3K27me3.

**Fig. 2.**
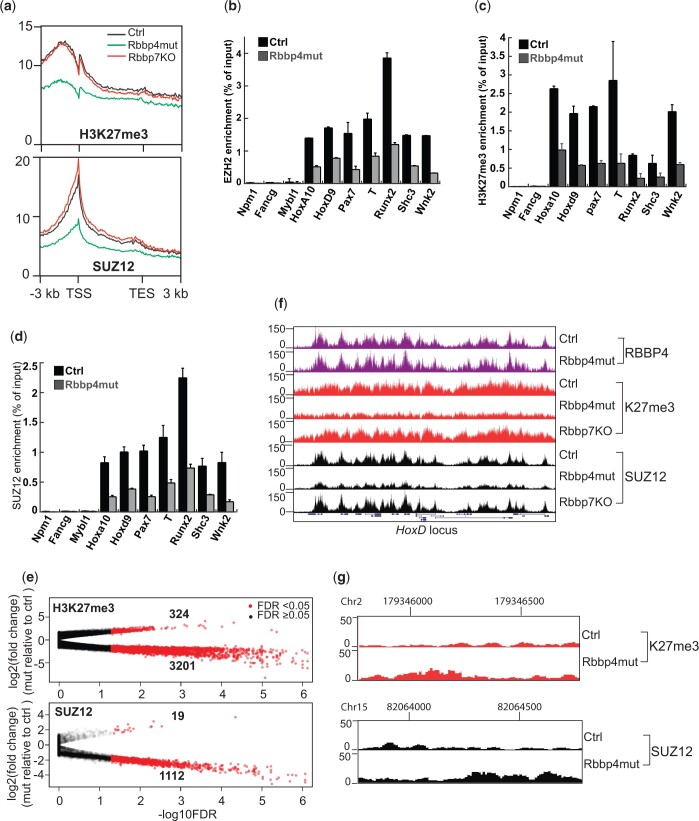
Rbbp4 mutations impaired PRC2 assembly and trimethylation of H3K27 on target chromatin. a) Profile plots scoring overall enrichment of H3K27me3 and SUZ12 across gene bodies in the genome. TSS, transcription start site; TES, transcription end site. ChIP-seq data from the 2 *Rbbp4* mutants were combined and labeled as Rbbp4mut since there was no difference between these 2 mutants. b) ChIP-PCR analysis of EZH2 enrichment on PRC2 target genes. c) ChIP-PCR analysis of H3K27me3 enrichment on PRC2 target genes. *Npm1*, *Fancg*, and *Mybl1* serve as negative controls not targeted by PRC2. d) ChIP-PCR analysis of SUZ12 enrichment on PRC2 target genes. e) Comparison of H3K27me3 and SUZ12 enrichment on binding loci between controls and *Rbbp4* mutants. Each dot represents a genomic region with H3K27me3 or SUZ12 binding. f) Genome browser images of the *HoxD* locus marked by H3K27me3, RBBP4, and SUZ12. g) Genome browser image of a genomic region with increased SUZ12 and H3K27me3 in *Rbbp4* mutant ESCs by differential binding analysis.

Since the reduction of H3K27me3 on PRC2 loci did not affect global levels of H3K27me3 in mutant cells (Figs. 1e and 2a), we asked whether RBBP4 dysfunction led to a redistribution of PRC2 and H3K27me3 across the genome. Differential binding analysis revealed 3,201 and 1,112 genomic loci with decreased H3K27me3 and SUZ12, respectively (Fig. 2e). Most loci with depleted H3K27me3 are essential developmental genes such as the Hox gene clusters (Fig. 2f). Fewer genomic regions with increased SUZ12 and H3K27me3 occupancy occurred in RBBP4 mutants (Fig. 2e). These sites displayed narrow SUZ12 and H3K27me3 enrichment that failed to meet the threshold of the commonly used peak caller, MACS2 (Fig. 2g). Truncated PRC2 that retains catalytic activity but loses binding capability can maintain global levels of H3K27me3 at lower levels in non-PRC2 target regions not detectable by ChIP-seq (Højfeldt *et al.* 2018). These data might explain the patterns of SUZ12 and H3K27me3 in RBBP4 mutant cells. Nevertheless, our findings indicate that RBBP4 plays an essential role in effective PRC2 binding to target chromatin.

### RBBP4 disruption reshapes the genomic landscape of H3K27ac

Since RBBP4 exists in chromatin-modifying complexes responsible for methylation and deacetylation of H3K27, we clustered binding loci into 3 groups based on the enrichment patterns of H3K27me3, H3K27ac, HDAC1, and p300 (Fig. 3a). Cluster_2 represents PRC2 targeted loci as indicated by strong H3K27me3 signals. This cluster also exhibited enrichment of HDAC1 with concomitant depletion of H3K27ac. However, PRC2 and HDAC1-containing complexes did not interact with each other (Fig. 3b). We postulated that HDAC1 prevented the assembly of activating histone acetylation complexes in these regions, while H3K27 residues are methylated to maintain a repressive chromatin state. The other 2 RBBP4 clusters were marked by high and medium levels of H3K27ac and p300, respectively, even though enriched for HDAC1 (Fig. 3a). In interphase nuclei, acetylation and deacetylation occur dynamically at specific sites and within large regions in chromatin, which delineates the formation of euchromatin and heterochromatin domains (Koprinarova *et al.* 2016). The colocalization of HDAC1 and p300 suggests that these genomic regions experience dynamic changes in H3K27ac levels.

**Fig. 3.**
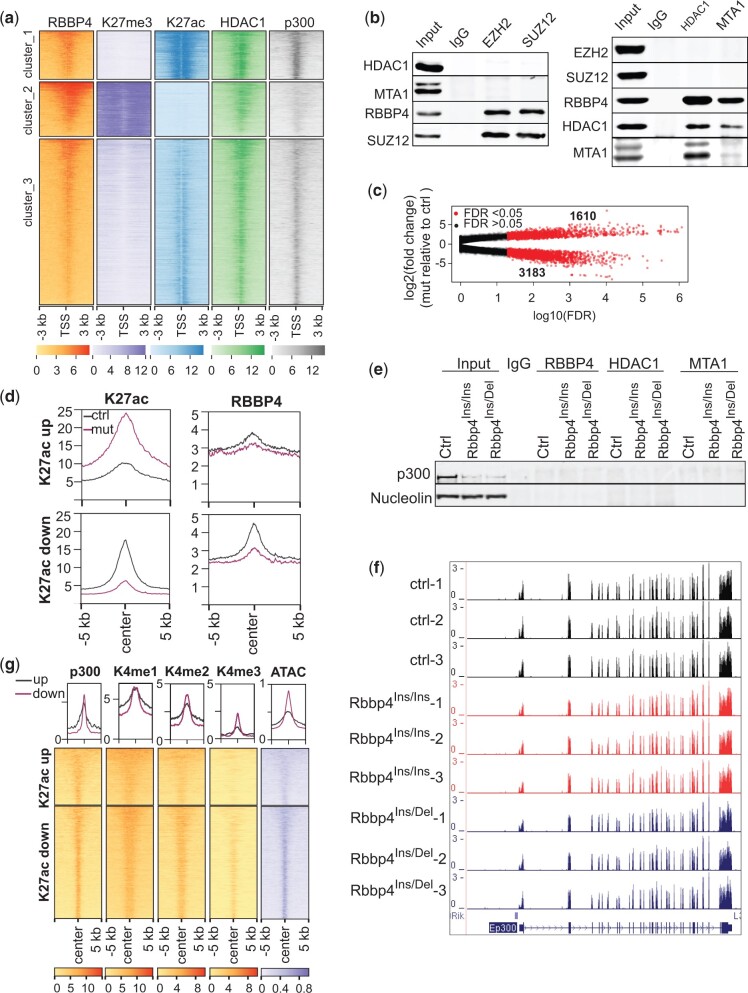
RBBP4 controls acetylation levels of H3K27 on its target chromatin. a) Clustering RBBP4 binding sites based on methylation and acetylation status of H3K27 within −3/+3 kb of the transcription start sites. b) Coimmunoprecipitation and Western-blot analysis showed no interaction between PRC2 and HDAC1-containing complex. c) Comparison of H3K27ac enrichment on its binding loci between controls and *Rbbp4* mutants. Each dot represents a genomic region with H3K27ac binding. d) Profile plots depicting the enrichment of RBBP4 within ±5 kb of the center of deregulated H3K27ac loci in *Rbbp4* mutants. e) Coimmunoprecipitation and Western-blot analysis on the interaction between p300 and the subunits of HDAC-containing complexes. f) UCSC genome browser snapshot of p300 transcriptional levels by RNA-Seq analysis. g) Heatmaps examining the genomic regions which had altered H3K27ac in Rbbp4 mutants for marks of enhancer signatures.

Since RBBP4 is the core component of several histone deacetylase complexes(Kelly and Cowley 2013), disruption of RBBP4 would result in an increase of H3K27ac on chromatin. Differential binding analysis of H3K27ac in E14 and *Rbbp4* mutant ESCs did reveal numerous loci (1,610) with increased H3K27ac. However, to our surprise, there were approximately 2-fold more (3,183) genomic regions with decreased H3K27ac levels (Fig. 3c). In mutants, RBBP4 binding was reduced at loci associated with increased (K27ac up) or reduced (K27ac down) levels of K27ac (Fig. 3d), suggesting the involvement of RBBP4 in regulating H3K27 acetylation levels.

We found protein levels of p300, a histone acetylase specialized for H3K27ac, were strikingly decreased in the mutants (Fig. 3e), which may explain the extensive reduction of H3K27ac levels in mutant cells. However, p300 mRNA levels were not reduced in *Rbbp4* mutants compared to the control (Fig. 3f), suggesting the possible involvement of RBBP4 in stabilizing p300 protein. However, no physical interaction between p300 and RBBP4/HDAC1/MTA1 was detected (Fig. 3e). Therefore, 1 future question is how the crosstalk between H3K27ac writer and eraser complexes coordinates to regulate acetylation levels.

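p300 is encoded by *Ep300*, which lies on the plus strand of chromosome 15 of mm10 from 81586209 to 81652077. RNA was sequenced from E14 ESCs, the control, and from both *Rbbp4* mutant lines, with 3 libraries per line, and the reads the authors counted on each gene were normalized here for library size. *Ep300* had 5499 ± 106 normalized counts (SD, n = 3) in the control, 4904 ± 63.3 (SD, n = 3) in *Rbbp4 Ins/Ins* and 4934 ± 104 (SD, n = 3) in *Rbbp4 Ins/Del*. The control libraries had 5376, 5555, and 5565 normalized counts, the *Rbbp4 Ins/Ins* libraries 4966, 4906, and 4839.6, and the *Rbbp4 Ins/Del* libraries 4912, 4842, and 5047, so every mutant library lay below every control library. Relative to the control, the mean count fell by 10.8% in *Rbbp4 Ins/Ins* and by 10.3% in *Rbbp4 Ins/Del*. The log2 fold change was -0.16 in *Rbbp4 Ins/Ins* (standard error 0.030, adjusted p = 7.5e-06) and -0.16 in *Rbbp4 Ins/Del* (standard error 0.030, adjusted p = 1.4e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 15 alternative ways of processing the counts, it stayed between -0.18 and -0.15 in *Rbbp4 Ins/Ins* and between -0.17 and -0.14 in *Rbbp4 Ins/Del*. The mutants were not distinguishable from each other, with a log2 difference of 0.01 (adjusted p = 0.897 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The annotated gene *Gm23880* overlaps 0.38% of the exonic length of *Ep300* on the same strand. Each mutant genotype is a single clone, so these p-values do not cover variation between clones.

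**Figure D1:**
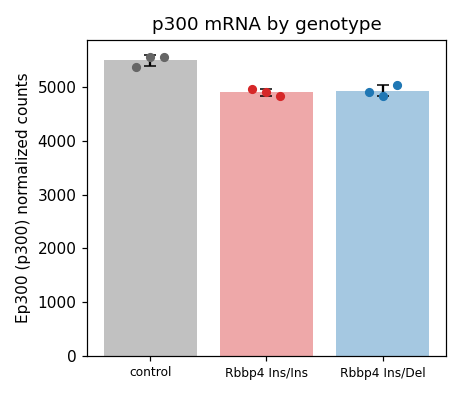
Normalized counts of *Ep300* (vertical axis, starting at 0) in the control (grey), *Rbbp4 Ins/Ins* (red), and *Rbbp4 Ins/Del* (blue). Bars are means, error bars are SD, and points are the 3 libraries of each line, with means of 5499, 4904, and 4934 normalized counts.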

To characterize the chromatin signature of genomic loci with increased and decreased levels of H3K27ac in the mutants, we retrieved ChIP-seq data for H3K4me1 (GSM1908888), H3K4me2 (GSM881353), H3K4me3 (GSM723017), p300 (GSM2360934), and ATAC-seq (GSE120393) in mouse ESCs from GEO. We examined the distribution and enrichment of these features around H3K27ac regions. H3K27ac combined with H3K4 methylation, p300, and open chromatin indicated by ATAC are used to predict cell type-specific enhancers (Catarino and Stark 2018). The colocalization of altered H3K27ac loci with these enhancer marks (Fig. 3g) suggests that mutations of RBBP4 can impact enhancer activity, leading to deregulation of transcription.

### RBBP4 disruption led to transcriptional misregulation

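RNA-seq of E14 ESCs, a mouse ESC line with unmutated *Rbbp4* that served as control, and of the *Rbbp4 Ins/Ins* and *Rbbp4 Ins/Del* lines gave 3 libraries per line, 9 in all. *Rbbp4 Ins/Ins* carries a 3-nucleotide insertion on both alleles, and *Rbbp4 Ins/Del* carries this insertion on one allele and an 18-nucleotide deletion on the other. The authors prepared libraries from messenger RNA, sequenced them as paired-end reads of 50 bp, aligned the reads to mm10 with STAR, and counted them on genes with HTSeq. Their files hold these whole-number counts without normalization for 25239 gene symbols, of which 25142 were matched to the mm10 annotation of GENCODE or RefSeq. The 3 control libraries held 21366868, 17147917, and 16748525 counted reads, the *Rbbp4 Ins/Ins* libraries 21283099, 16225395, and 17390683, and the *Rbbp4 Ins/Del* libraries 17956720, 20289206, and 15838064. The ribosomal RNA precursor *Rn45s* took between 1.40% and 2.60% of the counts of a library, and the 10 genes with the most counts between 5.77% and 6.81%. From the counts, libraries were scaled with the TMM method of edgeR, whose factors lay between 0.993 and 1.02, and genes with too few counts for a test were removed with its default filter, which left 14125 genes. All 9 libraries entered one fit of edgeR's quasi-likelihood model with 3 groups, and each mutant line was compared with the control at the adjusted p-value limit of 0.01 that the paper's methods give. The paper's text does not state the version or strand setting of HTSeq or its gene annotation, so reads of genes that overlap on opposite strands may be counted together. *Rbbp4* itself (chromosome 4, 129307100 to 129335370, minus strand) had 9932, 9965, and 10117 normalized counts in the control libraries, 5485, 5551, and 5776 in *Rbbp4 Ins/Ins*, and 10129, 10344, and 10603 in *Rbbp4 Ins/Del*. Its mean fell by 44.0% in *Rbbp4 Ins/Ins*, with a log2 fold change of -0.84 (standard error 0.029, adjusted p = 1.8e-25 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In *Rbbp4 Ins/Del* the log2 fold change of *Rbbp4* was 0.05 (standard error 0.028, adjusted p = 0.107 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). On the opposite strand, exons of *Gm26722* and *Sync* overlap 9.1% and 8.94% of the exonic length of *Rbbp4*. Replicates of one line differed by more than counting noise, with a chi-square of their counts of between 1.92 and 5.11 per gene, so no library is a copy of another, which does not show that they came from separate cultures. The biological coefficient of variation estimated by edgeR was 0.0286. The first principal component of the log2 counts held 83.6% of the variance and separated the control from both mutants, and the second held 4.27% and separated the mutants from each other.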

RNA-seq analysis performed to assess gene expression changes due to RBBP4 disruption revealed that RBBP4 mutations dramatically altered transcriptional profiles. In *Rbbp4^Ins/Ins^*, 3,637 genes showed upregulated expression (*P* < 0.01), while 3,642 showed reduced expression relative to controls. 

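Of the genes tested in *Rbbp4 Ins/Ins* against the control, 4100 were higher and 4152 were lower at an adjusted p-value of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is 58.4% of them. The median absolute log2 fold change of these 8252 genes was 0.51, and 72.7% of them changed by less than 2-fold. The choice that moved these counts most was the threshold, with 4754 genes higher and 4786 lower at an adjusted p-value of at most 0.05 from the same test.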

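In *Rbbp4 Ins/Del*, 4321 genes were higher and 4508 were lower than in the control by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, together 62.5% of the genes tested. These 8829 genes had a median absolute log2 fold change of 0.56, and 70.2% of them changed by less than 2-fold. Between the mutant lines, 3618 genes were higher in both and 3769 were lower in both. These 7387 genes are 89.5% of those past the threshold in *Rbbp4 Ins/Ins* and 83.7% of those past it in *Rbbp4 Ins/Del*, and 12 genes were past the threshold in opposite directions.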

Similar genes showed misregulation in *Rbbp4^Ins/Del^*, with 4,022 upregulated and 3,954 downregulated. For those differentially expressed genes with more than a 2-fold change in transcription and a mean read count of more than 20, 762, and 919 genes showed upregulation, and 936 and 1,066 showed decreased expression *Rbbp4^Ins/Ins^* and *Rbbp4^Ins/Del^*, respectively (Fig. 4a). These differentially expressed genes showed similar transcriptional patterns between the 2 mutants. They shared 691 upregulated, and 828 downregulated genes (fold change >2 and read count >20) (Fig. 4b). 

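With an estimated change of more than 2-fold and a mean normalized count above 20 over the 6 libraries compared, 703 genes were higher and 1004 were lower in *Rbbp4 Ins/Ins*, and 899 were higher and 1143 were lower in *Rbbp4 Ins/Del*. A gene passed here when its estimate was beyond 2-fold and its adjusted p-value, which tests for any change, was at most 0.01. When edgeR tested instead whether the change itself was greater than 2-fold, 419 genes were higher and 621 lower in *Rbbp4 Ins/Ins*, and 603 were higher and 713 lower in *Rbbp4 Ins/Del*.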

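Across the tested genes, the log2 fold changes of *Rbbp4 Ins/Ins* and *Rbbp4 Ins/Del* had a Pearson correlation of 0.965 and a Spearman correlation of 0.942. This correlation is across genes, which are not independent replicates, and both fold changes were taken against the same control libraries. With separate control libraries for each mutant, the Pearson correlation was 0.914. It moved most, to 0.787, when every gene with at least 1 read was kept. Between single libraries of the mutants, each against the mean of the controls, it ranged from 0.922 to 0.937 over 9 pairs. A direct comparison of *Rbbp4 Ins/Del* with *Rbbp4 Ins/Ins* found 1527 genes that differed at an adjusted p-value of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 872 were higher and 655 were lower in *Rbbp4 Ins/Del*. These are 10.8% of the tested genes, and 40 of them differed by more than 2-fold with a mean normalized count above 20.

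**Figure D2:**
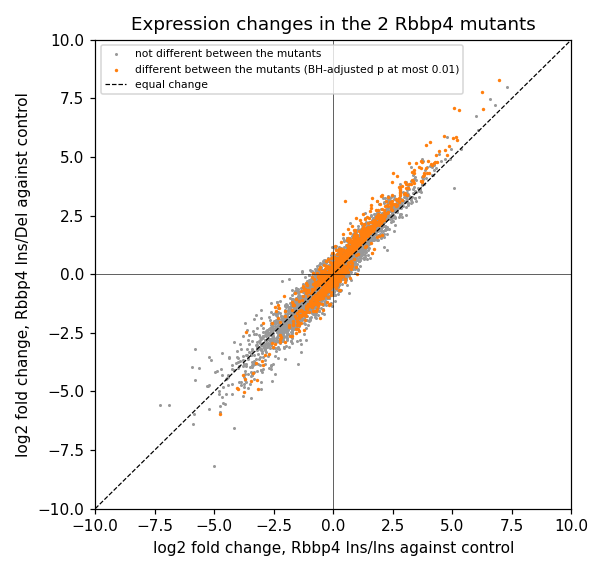
Log2 fold change against the control in *Rbbp4 Ins/Ins* (horizontal axis) and *Rbbp4 Ins/Del* (vertical axis), one point per tested gene. Orange points are the 1527 genes that differ between the mutants, grey points are the other genes, and the dashed line marks equal change, around which the points lie with a Pearson correlation of 0.965.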

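By the same limits on fold change and mean count, 659 genes were higher in both mutants and 904 were lower in both. The shared genes are 93.7% of the genes higher and 90.0% of the genes lower in *Rbbp4 Ins/Ins*, and 73.3% and 79.1% of those in *Rbbp4 Ins/Del*. Another 623 genes passed in one mutant and not in the other, and 177 of these differed in the direct comparison of the mutants. Chromosome 14 holds 11.6% of the genes lower in both mutants but 3.29% of all tested genes, and 91 of its 105 such genes lie between 45.3 and 87.4 Mb. Among genes separated from the control in every mutant library, with a mean normalized count above 20 over all 9 libraries, *Akr1cl*, *Gm13128*, *Rhox2a*, *Xlr5a*, and *Bcl2l10* had the highest estimates, and all of these but *Gm13128* had at most 3 reads in each control library, so their order is not established. *Akr1cl*, 11.74% of whose exonic length overlaps *Gm8550* on the opposite strand, had 1.29 ± 1.14 normalized counts (SD, n = 3) in the control, 109 ± 9.12 in *Rbbp4 Ins/Ins* and 317 ± 49.7 in *Rbbp4 Ins/Del*, so it was at least 36.7-fold and at least 106-fold higher. *Gm13128* was 77.2-fold higher in *Rbbp4 Ins/Ins* and 131-fold higher in *Rbbp4 Ins/Del*, with between 0 and 5 reads in each control library. With each library left out in turn, its log2 fold change ranged from 5.78 to 6.94 and from 6.54 to 7.71, so these folds are uncertain. *Rhox2a* was at least 9.48-fold and at least 16.4-fold higher, *Xlr5a* at least 10.1-fold and at least 33.1-fold, and *Bcl2l10* at least 10.4-fold and at least 10.6-fold. *Rhox2a* and *Xlr5a* belong to families of similar genes, and reads of their members could be split or lost in counting. *Pcdh18* was at least 23.2-fold lower in *Rbbp4 Ins/Ins* and at least 22.9-fold lower in *Rbbp4 Ins/Del*, and *Cav1* at least 21.7-fold and at least 21.5-fold lower. *Acta2* had 863 ± 32.0 normalized counts (SD, n = 3) in the control, 14.01 ± 7.61 in *Rbbp4 Ins/Ins* and 14.1 ± 6.95 in *Rbbp4 Ins/Del*. *Samd4*, which lies in that part of chromosome 14 and overlaps an opposite-strand gene over 9.73% of its exonic length, had 512 ± 8.50 (SD, n = 3), 13.9 ± 2.68, and 9.58 ± 4.197. *Tagln* had 1994 ± 156 (SD, n = 3), 72.4 ± 6.57, and 32.5 ± 8.35, and 62.42% of its exonic length overlaps *Gm48529* on the opposite strand. For genes lower over 2-fold in both mutants, a share of fibroblast-like or differentiating cells in the control cultures that is smaller in the mutants is a candidate explanation. It cannot be told apart from a fall of these genes in the ESCs.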

Gene ontology (GO) analyses indicated that the shared genes affected reproductive processes and neural development (Fig. 4c).

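No gene ontology table was used here, and 2 gene lists written by hand were tested instead, one of meiosis and germ cell genes and one of axon guidance gene families. The lists and the direction tested for each followed the paper's gene ontology result, which came from these same libraries. Their tests therefore restate that result and are not independent evidence for it. Fisher's exact test also treats genes as independent, which genes that change together are not. Among the 12712 tested genes with a mean normalized count above 20 over all 9 libraries, 40 were on the meiosis list, and 18 of these (45%) were among the genes higher over 2-fold in both mutants, against 5.18% of all 12712. The odds ratio was 15.4 (two-sided Fisher's exact test, p = 2.3e-13, Benjamini-Hochberg adjusted p = 4.5e-13 over the 2 lists). The 18 genes are *Dazl*, *Hormad1*, *Hormad2*, *Majin*, *Mov10l1*, *Prdm9*, *Slc25a31*, *Smc1b*, *Sohlh2*, *Stag3*, *Stra8*, *Syce1*, *Taf7l*, *Tdrd9*, *Terb2*, *Tex101*, *Tex11*, and *Tex14*. The most abundant of them, *Stag3*, had 951 ± 78.7 normalized counts (SD, n = 3) in the control, 3101 ± 66.0 in *Rbbp4 Ins/Ins* and 3389 ± 21.1 in *Rbbp4 Ins/Del*. With no limit on the mean count, 19 of 44 tested genes of this list were higher over 2-fold in both mutants, adding *Tex12*. On the same list, *Sycp3*, *Tdrd1*, and *Rec8* were lower over 2-fold in both mutants, and *Rec8* lies in the part of chromosome 14 where most genes were lower. *Sycp3* overlaps *Chpt1* on the opposite strand over 52.22% of its exonic length. Of 44 axon guidance genes, 20 (45.5%) were among the genes lower over 2-fold in both mutants, against 6.72% of all 12712. The odds ratio was 11.8 (two-sided Fisher's exact test, p = 1.1e-12, Benjamini-Hochberg adjusted p = 1.1e-12). These are the ephrins *Efna3*, *Efna5*, *Efnb1*, and *Efnb2*, the Eph receptors *Epha1*, *Epha7*, *Epha8*, and *Ephb4*, the semaphorins *Sema3b*, *Sema3c*, *Sema3e*, *Sema3f*, *Sema4c*, *Sema5a*, and *Sema6a*, and *Nrp1*, *Nrp2*, *Ntn1*, *Slit2*, and *Slit3*. *Sema3e* had 1325 ± 58.5 normalized counts (SD, n = 3) in the control, 102 ± 11.03 in *Rbbp4 Ins/Ins* and 93.6 ± 8.18 in *Rbbp4 Ins/Del*. With no limit on the mean count, 22 of 49 tested axon guidance genes were lower over 2-fold in both mutants, adding *Robo2* and *Sema3d*. In the opposite direction, 6 of these 49 (*Dcc*, *Epha4*, *Robo3*, *Robo4*, *Sema5b*, and *Sema7a*) were higher over 2-fold in both mutants. The alternative that moved the odds ratio of the axon guidance genes most was the addition of the *Plxn* and *Unc5* genes whose symbols end in a letter, chosen after the data were seen, which gave 9.32 (21 of 53 genes).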

**Fig. 4.**
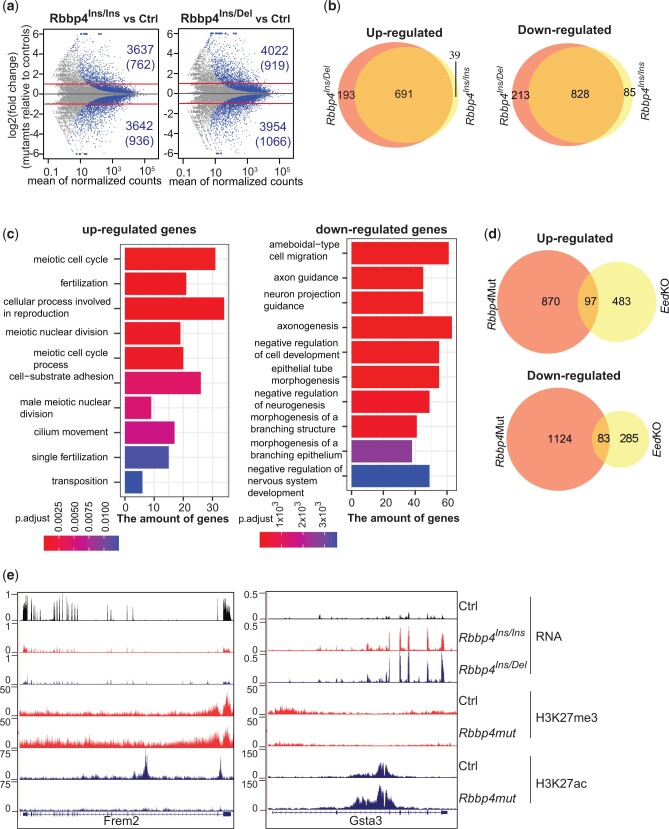
RBBP4 disruption led to transcriptional misregulation. a) MA-plot shows differential gene expression due to RBBP4 dysfunction. Colored dots represent genes with significant changes in transcription (*P*< 0.01). Lines indicate 2-fold changes. b) Venn diagrams show the overlap of differential expressed genes with more than 2-fold difference between *Rbbp4*^Ins/Ins^ and *Rbbp4*^Ins/Del^ ESCs. c) Gene ontology (GO) analysis of up- and downregulated genes shared by the 2 *Rppb4*mutants. About 712 upregulated and 851 downregulated genes were included in this analysis. The top 10 most enriched biological processes based on their *P*-values are shown. d) Venn diagrams showing the overlap of differential expressed genes with more than 2-fold change between *Rbbp4* mutant and *Eed* knockout ESCs. e) Genome browser images of representative genes, the transcription of which was inversely deregulated in *Rbbp4* mutants and *Eed* knockout.

We compared gene expression changes due to RBBP4 depletion and loss of PRC2 function. 

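With both mutant lines combined, as the mean of their log2 fold changes against the control, 1123 genes were higher and 1358 were lower by more than 2-fold at an adjusted p-value of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with no limit on the mean count. In *Rbbp4 Ins/Ins* alone, without a limit on the mean count, 989 genes were higher and 1265 were lower. For the combined mutants, a test of whether the change was greater than 2-fold left 656 genes higher and 838 lower.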

In *Eed* knockout ESCs, 580 and 368 genes’ transcription increased and decreased by more than 2-fold, respectively (Fig. 4d) (Das *et al.* 2015), compared to the 967 and 1,207 genes with observed changes in RBBP4 mutants. There were only 97 upregulated and 83 downregulated genes shared by *Eed* knockout and *Rbbp4* mutants (Fig. 4d). Unexpectedly, 115 misregulated genes in the *Eed* knockout showed inverse regulation with dramatic changes in *Rbbp4* mutants (Supplementary Table 2). 

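Libraries of *Eed* knockout ESCs were not analysed here, and the values given are those of the *Rbbp4* mutants. Of the 115 genes listed, 113 were found among the gene symbols of the counts and 110 had enough counts for a test. The sign of the combined log2 fold change of the mutants was the listed one in all 110 genes, 36 of them higher and 74 lower, and it was the same in each mutant line taken alone. The change was over 2-fold and past an adjusted p-value of 0.01 in 109 of them by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, both over all genes and over the list alone, a list that holds the paper's own calls on these libraries. Across the 110 genes, the combined log2 fold changes and the paper's had a Pearson correlation of 0.995 and a median absolute difference of 0.16. The paper's values were closer to those of *Rbbp4 Ins/Ins* alone, with 0.9999 and 0.006. For *Rbbp4 Ins/Del* alone the correlation was 0.981 and the median absolute difference 0.31. From the few genes shared with the *Eed* knockout and those regulated in the opposite direction, the paper proposes that RBBP4 controls gene activity independently of the repression by PRC2, through the level of H3K27ac.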

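*Frem2* (chromosome 3, 53513938 to 53658593, minus strand) had 2067 ± 68.9 normalized counts (SD, n = 3) in the control, 359 ± 41.9 in *Rbbp4 Ins/Ins* and 239 ± 15.9 in *Rbbp4 Ins/Del*. Its log2 fold change was -2.52 in *Rbbp4 Ins/Ins* (standard error 0.058, adjusted p = 4.9e-31) and -3.11 in *Rbbp4 Ins/Del* (standard error 0.063, adjusted p = 4.4e-33) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gsta3* (chromosome 1, 21240565 to 21265575, plus strand) had few reads in the control, between 17 and 22 per library. Its normalized counts were 18.9 ± 3.86 (SD, n = 3) in the control, 106 ± 5.67 in *Rbbp4 Ins/Ins* and 149 ± 11.2 in *Rbbp4 Ins/Del*. The log2 fold change of *Gsta3* was 2.49 in *Rbbp4 Ins/Ins* (standard error 0.19, adjusted p = 7.7e-15) and 2.98 in *Rbbp4 Ins/Del* (standard error 0.17, adjusted p = 4.0e-18) from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. Both genes differed between the mutants, *Frem2* by a log2 fold change of -0.59 and *Gsta3* by 0.49 in *Rbbp4 Ins/Del* relative to *Rbbp4 Ins/Ins* (adjusted p = 7.1e-07 and 3.8e-03 from this edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Gsta3* belongs to a family of similar glutathione S-transferase genes, between which reads could be split in counting.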

For example, the expression of *Frem2* and *Gsta3* are up- and downregulated, respectively, in *Eed* knockout ESCs but oppositely regulated in *Rbbp4* mutants (Fig. 4e and Supplementary Table 2). These data suggest that RBBP4 controls gene activity independently of PRC2-mediated transcriptional repression by regulating H3K27ac levels.

### Transcriptional misregulation in *Rbbp4* mutants was associated with altered enhancer associated H3K27 acetylation

To explore the mechanisms by which changes in H3K27ac in response to the loss of RBBP4 perturbs gene expression, we characterized the genomic features of regions typically marked by H3K27ac. Using the ENCODE mouse cis-regulatory elements database as a reference, we found both up- and downregulated H3K27ac loci enriched with enhancer-like signatures (5,836 and 7,165, respectively) (Table 1). As defined by DNase hypersensitivity, H3K4me3, and CTCF binding, selected loci cover promoters and other cis-regulatory elements (Table 1). The enhancers with both increased and decreased H3K27ac in mutant ESCs had reduced RBBP4 binding (Fig. 5a), suggesting that RBBP4 is involved in regulating enhancer activity.

**Fig. 5.**
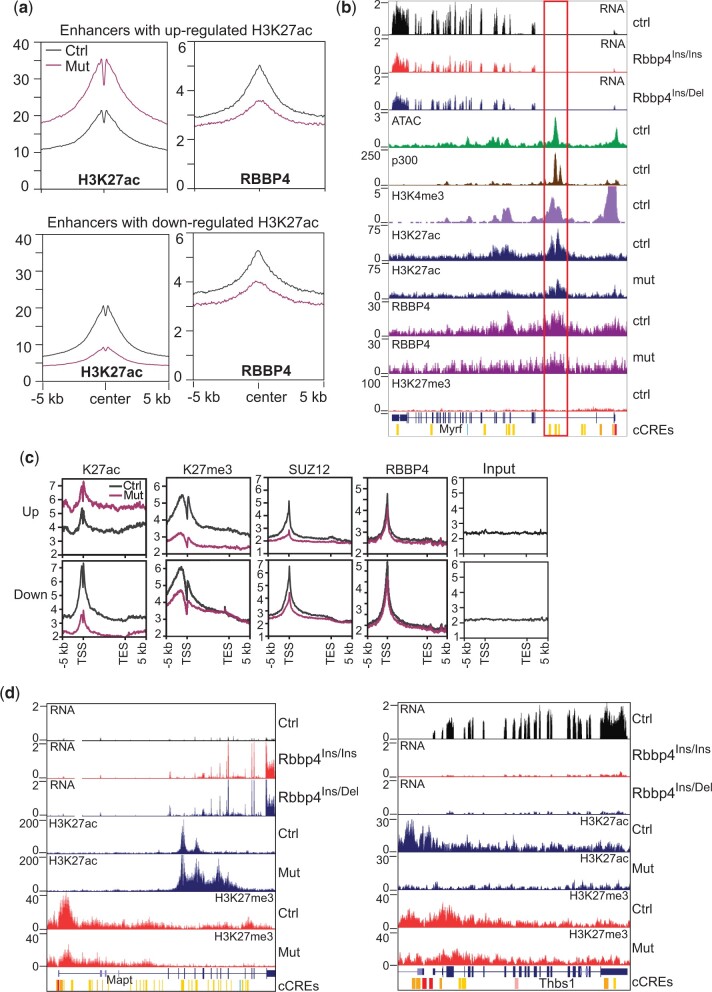
RBBP modulated H3K27ac levels on enhancers to influence gene activity. a) Profile plots depicting reduced RBBP4 binding within ±5 kb of the center of enhancers with deregulated H3K27ac in the mutant. b) Genome browser image of *Myrf* locus. Rectangle indicates the *Myrf* enhancer region. c) Comparison of the enrichment of H3K27ac, H3K27me3, RBBP4, and SUZ12 on up- and downregulated genes between controls and *Rbbp4* mutants. d) Genome browser images of representative genes whose activation and silencing are coordinated with the gain and loss of H3K27ac on cis-regulatory elements.

**Table 1.** The mutants’ genomic regions with altered H3K27ac are enriched with predicated cis-regulatory elements.

Genomic feature	K27ac-Up	K27ac-Down
Promoter	494	1,074
Proximal enhancer	1,621	2,694
Distal enhancer	4,215	4,471
Super-enhancer	59	17
Regions with other CRE	1,053	2,286

We examined the impact of H3K27ac and RBBP4 levels on the activity of validated enhancers. For example, in mouse oligodendrocytes, a *Myrf* intron is associated with an enhancer (Kim *et al.* 2019). This enhancer is also active in mouse ESCs as indicated by several features, including H3K27ac, H3K4me3, p300 chromatin marks, open chromatin ATAC signature, and high *Myrf* transcription levels (Fig. 5b). 

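*Myrf* lies on the minus strand of chromosome 19 from 10208271 to 10240777. It had 2375 ± 41.4 normalized counts (SD, n = 3) in the control, 1079.9 ± 45.9 (SD, n = 3) in *Rbbp4 Ins/Ins* and 1150.3 ± 42.9 (SD, n = 3) in *Rbbp4 Ins/Del*, a mean that fell by 54.5% and by 51.6%. The log2 fold change was -1.13 (standard error 0.041, adjusted p = 1.0e-24) and -1.05 (standard error 0.041, adjusted p = 9.0e-24) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The difference between the mutants did not hold up in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment (adjusted p = 0.179).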

In *Rbbp4* mutant cells, RBBP4 binding and H3K27ac accumulation were decreased around the *Myrf* enhancer, resulting in transcriptional repression (Fig. 5b). Thus, RBBP4 can control gene activity by regulating H3K27ac levels on enhancers.

We examined the enrichment of H3K27ac, H3K27me3, RBBP4, and SUZ12 on commonly misregulated genes in the 2 *Rbbp4* mutants (Fig. 5c). In mutants, the incorporation of H3K27ac was markedly increased across upregulated genes and decreased for downregulated genes. H3K27me3 and SUZ12 levels were lower on both up- and downregulated genes because disruption of RBBP4 caused a broad reduction of H3K27me3 and SUZ12 binding. For instance, *Mapt* expression increased by 1.4-fold upon depletion of H3K27me3 in *Eed* KO ES cells (Das *et al.* 2015). In contrast, a 14.4-fold increase in *Mapt* expression coincided with elevated H3K27ac spanning predicted cis-regulatory elements accompanied by only a partial loss of H3K27me3 in *Rbbp4* mutant ESCs (Fig. 5d). Thus, enhanced activation of *Mapt* in *Rbbp4* mutants was primarily related to the acquisition of H3K27ac rather than a loss of H3K27me3. 

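*Mapt* (chromosome 11, 104229409 to 104332090, plus strand) had 137 ± 10.1 normalized counts (SD, n = 3) in the control, 1833 ± 36.9 in *Rbbp4 Ins/Ins* and 2063 ± 37.0 in *Rbbp4 Ins/Del*. Expression was 13.4-fold higher in *Rbbp4 Ins/Ins* and 15.1-fold higher in *Rbbp4 Ins/Del*, and 14.2-fold higher in the combined mutants. On the log2 scale the changes were 3.74 (standard error 0.060, adjusted p = 3.6e-36) and 3.91 (standard error 0.059, adjusted p = 3.5e-37) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With each library left out in turn, they ranged from 3.70 to 3.81 in *Rbbp4 Ins/Ins* and from 3.87 to 3.98 in *Rbbp4 Ins/Del*. The log2 difference of 0.17 between the mutants was past the threshold (adjusted p = 1.5e-03 from the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and every *Rbbp4 Ins/Del* library lay above every *Rbbp4 Ins/Ins* library.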

We also observed that *Thbs1* was silenced with loss of H3K27ac upstream of its promoter, but not via gaining repressive H3K27me3 (Fig. 5d). 

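The count of *Thbs1* (chromosome 2, 118111876 to 118127133, plus strand) fell from 2431 ± 157 normalized counts (SD, n = 3) in the control to 174 ± 25.3 (SD, n = 3) in *Rbbp4 Ins/Ins* and 191 ± 18.98 (SD, n = 3) in *Rbbp4 Ins/Del*. The mean fell by 92.8% in *Rbbp4 Ins/Ins* and by 92.2% in *Rbbp4 Ins/Del*, so that reads remained in every mutant library, between 138 and 230 before normalization. Its log2 fold change was -3.81 (standard error 0.069, adjusted p = 1.9e-34) in *Rbbp4 Ins/Ins* and -3.66 (standard error 0.068, adjusted p = 3.4e-34) in *Rbbp4 Ins/Del* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Gm29233* overlaps 3.42% of the exonic length of *Thbs1* on the opposite strand. A share of fibroblast-like or differentiating cells in the control cultures that is smaller in the mutants was not excluded as a source of this fall.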

Together, these data suggest that RBBP4-mediated metabolism of H3K27ac on chromatin is involved in determining gene activity.

### RBBP4 binding on super-enhancers may regulate stemness gene expression in ESCs

Super-enhancers are marked by clusters of H3K27ac and function to maintain high expression of cell-type-specific genes for cell identity maintenance (Hnisz *et al.* 2013). We found dysregulation of H3K27ac through abnormal enrichment on super-enhancers in *Rbbp4* mutant ESCs. Among the 231 super-enhancers present in mouse ESCs (Khan and Zhang 2016), 76 super-enhancers underwent H3K27ac changes in RBBP4 mutants (Table 1). RBBP4 and HDAC1 bind to super-enhancer regions and exhibit similar distribution patterns as H3K27ac (Fig. 6a). Compared to E14 cells, less RBBP4 is associated with super-enhancers in *Rbbp4* mutants, but this did not affect the binding of HDAC1 at these regions (Fig. 6b).

**Fig. 6.**
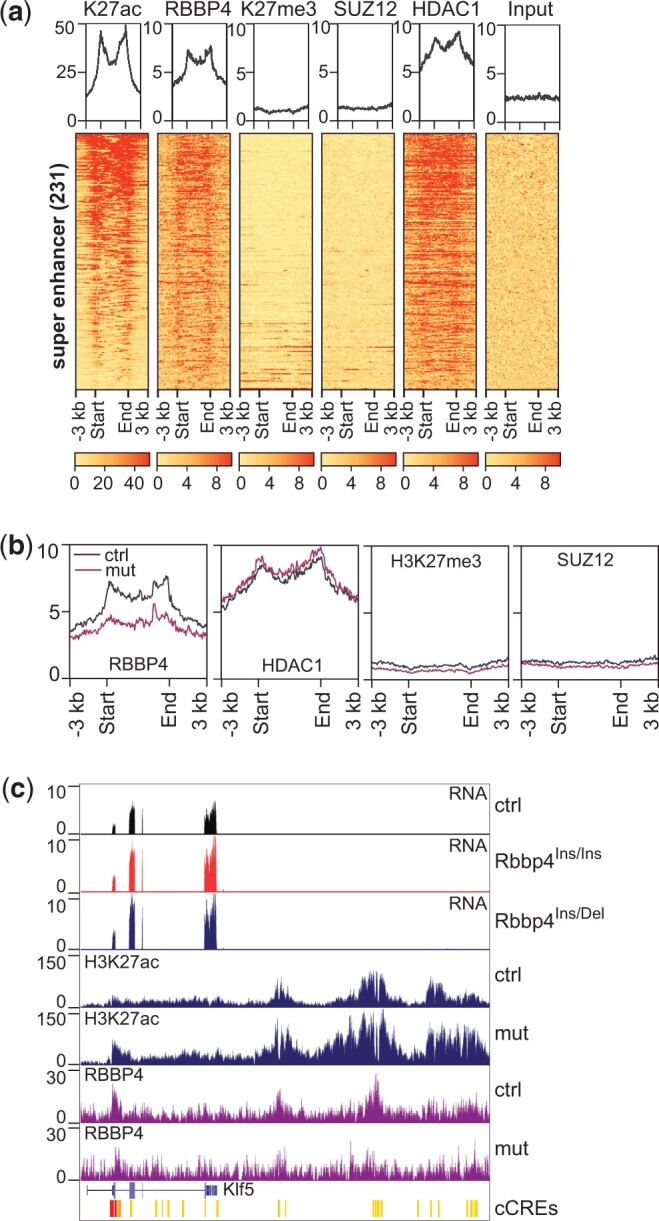
Reduced RBBP4 on super-enhancers due to *Rbbp4* mutations is related to changes in stemness gene expression in ESCs. a) RBBP4 and HDAC1 are enriched on super-enhancers. Heatmaps cover the regions within 3 kb upstream and downstream of super-enhancers. b) Profile plots depicting the enrichment of RBBP4, HDAC1, H3K27me3, and SUZ12 within 3 kb upstream and downstream of super-enhancers. c) Genome browser images showing increased H3K27ac on a putative *Klf5* enhancer in *Rbbp4* mutants in relation to the upregulation of this gene.

We next explored individual contexts of relevant gene modulation in ESCs as RBBP4 is involved in maintaining mouse ESC pluripotency (Huang *et al.* 2021, p. 4). We focused on *Klf5* since it regulates ESC pluripotency (Parisi *et al.* 2008) and prevents differentiation toward mesoderm (Aksoy *et al.* 2014). Given that *Klf5* is necessary for controlling and defining ESC identity, we predicted that the *Klf5* locus and its upstream region, broadly marked by H3K27ac (Fig. 6c), is a super-enhancer. Here, we observed elevated H3K27ac levels across this region along with decreased binding of RBBP4 in mutant cell lines (Fig. 6c). 

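In the control, *Klf5* (chromosome 14, 99298691 to 99313412, plus strand) had 2458 ± 85.3 normalized counts (SD, n = 3), and it had 4191 ± 281 (SD, n = 3) in *Rbbp4 Ins/Ins* and 4446 ± 332 (SD, n = 3) in *Rbbp4 Ins/Del*. It was 1.70-fold higher in *Rbbp4 Ins/Ins* and 1.81-fold higher in *Rbbp4 Ins/Del*, and every mutant library lay above every control library. The log2 fold changes of 0.77 (standard error 0.043, adjusted p = 1.2e-18) and 0.85 (standard error 0.043, adjusted p = 3.0e-20) came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not separate the mutants from each other (adjusted p = 0.146). *Klf5* lies outside the part of chromosome 14 in which most genes were lower in both mutants.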

Correspondingly, the transcription of *Klf5* was enhanced (Fig. 6c). Given these specific examples and genome-wide data, our analysis indicates that RBBP4 adjusts H3K27ac levels at super-enhancers to finely tune gene expression as necessary for stem cell homeostasis and differentiation.

## Discussion

As a core subunit of PRC2, RBBP4 is a histone chaperone protein that directly binds to histones H3 and H4 (Verreault *et al.* 1996). It is also a core component of multiple chromatin-modifying complexes. It is essential for viability, making it difficult to study specific roles in PRC2-related histone methylation vs HDAC-related acetylation. Using the CRISPR-Cas9 system to introduce mutations in *Rbbp4*, we generated viable ESC lines with an expression of altered RBBP4 proteins. These mutations resulted in striking changes in the genomic enrichment and distribution of both H3K27me3 and H3K27ac, as well as a reshaped transcriptional profile.

Regarding PRC2, disruption of RBBP4 impairs the recruitment of SUZ12 and EZH2 to PRC2 target loci, leading to a decrease in H3K27me3. A recent study demonstrated that SUZ12 binds to PRC2 target regions independently of EED and EZH1/2, which is essential for guiding PRC2 to its correct genomic loci (Højfeldt *et al.* 2018). We found that RBBP4 disruption did not affect protein levels of PRC2 subunits but interfered with SUZ12 recruitment to PRC2 loci, suggesting that RBBP4 association with chromatin is also an early event in PRC2’s assembly on target genomic regions. SUZ12–RBBP4 complexes also guide the incorporation of ancillary subunits to form different PRC2 subcomplexes on chromatin (Chen *et al.* 2018, 2020). It is possible that RBBP4 and SUZ12 coordinate to initiate PRC2 assembly on specific genomic sites.

Compared to a developmental arrest at the gastrulation stage due to depletion of EED (Faust *et al.* 1998), SUZ12 (Pasini *et al.* 2004, p. 12), and EZH2 (O’Carroll *et al.* 2001, p. 2), RBBP4 ablation resulted in more severe phenotypes such as preimplantation lethality and failure of inner cell mass outgrowth (ICM) (Miao *et al.* 2020, p. 4). These data indicate that non-PRC2-related functions such as RBBP4-mediated histone deacetylation are crucial for ICM proliferation and lineage commitment. RBBP4 coexists with HDAC1 in deacetylase complexes that broadly deacetylatelysines (Johnson *et al.* 2002). One of these, the NuRD complex, where RBBP4, MTA1, and HDAC1 are core subunits, was found to bind to nearly all active enhancers and promoters in ESCs (Hoffmann and Spengler 2019). Based on these results and the knowledge that H3K27ac is enriched in cis-regulatory elements to regulate gene activity, in this study, we also focused on the impact of RBBP4 on acetylation status. As expected, RBBP4 disruption caused extensive alteration of H3K27ac on enhancers, further indicating the importance of RBBP4-containing complexes in gene activation states.

Since RBBP4 both methylates and deacetylates H3K27, we investigated their roles in transcriptional regulation. Our data showed that genomic distribution of these 2 modifications is mutually exclusive, and physical interaction between PRC2 and HDAC-containing complexes was not detected, indicating that methylation and deacetylation of H3K27 are largely independent events in gene repression. In support of this, we found relatively few overlapping dysregulated genes between *Rbbp4* disruption and *Eed* knockout in ESCs. Compared to the ablation of EED, SUZ12, and EZH2, RBBP4 disruption caused more widespread transcriptional deregulation (Pasini *et al.* 2007; Das *et al.* 2015; Huang *et al.* 2021). We also found a subset of genes discordantly regulated between *Eed* and *Rbbp4* mutants concerning loss or gain of H3K27ac. Together, these data suggest that RBBP4 controls gene activity primarily through regulating H3K27ac levels.

A previous study showed sparse increases of H3K27ac throughout the genome as a consequence of PRC2 loss and suggested chromatin hyperacetylation rather than specific loss of repressive control at target genes leads to the early developmental failure induced by PRC2 disruption (Lavarone *et al.* 2019). In mouse ESCs, many *Hox* cluster genes enriched with H3K27me3 did not experience transcriptional activation due to the loss of H3K27me3 (Pasini *et al.* 2007; Chamberlain *et al.* 2008). H3K27me3 marks poised chromatin maintaining a transcriptionally silenced state. This silencing is critical for spatiotemporal activation of cell-type-specific genes during development. In contrast, H3K27ac is a more potent gene expression activator that dynamically regulates transcriptional levels.

In summary, our *Rbbp4* mutant cellular models demonstrated crucial roles of RBBP4 in H3K27 methylation and acetylation. RBBP4 is required to recruit SUZ12 to PRC2 target loci, indicating RBBP4 is a determining factor for site-specific H3K27me3 across the genome. In contrast, RBBP4 facilitates the deacetylase activity of HDAC complexes for the efficient removal of the acetyl group on H3K27. Meanwhile, RBBP4 also promotes H3K27ac by maintaining p300 levels. Altogether, therefore, it is possible that RBBP4 assists in controlling H3K27ac levels on cis-regulatory elements for exquisite programming of the transcriptome with regards to cellular context. Understanding the molecular mechanisms of RBBP4 will elucidate its functional specificities in chromatin regulation and gene expression.

## Data availability

ChIP-seq and RNA-seq data are accessible at the Gene Expression Omnibus database repository GSE183291 (RNA-seq) and GSE183292 (ChIP-seq).

Supplemental material is available at *G3* online.

## Supplementary Material

jkac082_Supplementary_TableS1 Click here for additional data file.

jkac082_Supplementary_TableS2 Click here for additional data file.

# Supplementary material for: RBBP4 dysfunction reshapes the genomic landscape of H3K27 methylation and acetylation and disrupts gene expression
**Source:** G3 (Bethesda). 2022 Apr 13;12(6):jkac082. doi: 10.1093/g3journal/jkac082
**Supplement:** jkac082_Supplementary_TableS1

**Supplementary Table S1. Primer sets for ChIP-qPCR**

| <b>Gene name</b> | <b>Forward primers</b>    | <b>Reverse primers</b>   |
|------------------|---------------------------|--------------------------|
| Npm1             | GCGAGGCCACAAAGAGAA        | TTCATCCTCACGCCTAGGTA     |
| Fancg            | TGGGCGTTCTCCACAGTACTACAA  | TAGAACCAACGGCAGTCCAGGTTT |
| Mybl1            | TATGCGGTACTTGAAGGATGGCGA  | AGCAGGAAAGGACAGAGAGCAAGA |
| Hoxa10           | CTGGCTCTTGAACCTGTACCCC    | CAAGGGTGCTTCCAAATAGTC    |
| Hoxd9            | GGATAATCGCCTAGGTGTGACTTAG | CATCTCTTCTTGCCTCTCTGGG   |
| Pax7             | AGCAGAAAGAGGCGCTGAGAG     | CTGAGCCCAGAGGTTGCG       |
| T                | GGGACCCAGGTGTAATCTTTG     | CAACAGCCACCTTCACTTCT     |
| Runx2            | CACGACAACCGCACCAT         | CACGGAGCACAGGAAGTT       |
| Shc3             | CATGAGTGCCACCAGGAAG       | GTTACCCACCTTGACCACATAG   |
| Wnk2             | CTCCCGAGCCCTTCTGTA        | CCTGTCTCTAGCTGTCCCA      |

# Supplementary material for: RBBP4 dysfunction reshapes the genomic landscape of H3K27 methylation and acetylation and disrupts gene expression
**Source:** G3 (Bethesda). 2022 Apr 13;12(6):jkac082. doi: 10.1093/g3journal/jkac082
**Supplement:** jkac082_Supplementary_TableS2

**Supplementary Table S2. Genes are inversly mis-regulated in Eed knockout and Rbbp4 mutant ESCs**

|         |        |         |
|---------|--------|---------|
| Ptpn7   | 1.3015 | -1.7006 |
| Slc47a1 | 1.8399 | -1.3321 |
| Tmprss5 | 1.1563 | -1.8426 |
| Ushbp1  | 3.1916 | -2.8026 |
| Usp26   | 2.0745 | -4.2724 |
| Wdr20rt | 1.5269 | -1.8604 |
| Xlr4a   | 5.3950 | -3.4793 |
| Zmat4   | 1.4276 | -1.5604 |
| Zscan5b | 2.7044 | -1.8845 |

---

How the deposited data were processed for this re-analysis (not part of the article)

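RNA-seq libraries of control E14 ESCs, *Rbbp4 Ins/Ins* ESCs, and *Rbbp4 Ins/Del* ESCs were analysed, with 3 libraries per line and 9 in all. Each library was assigned to its line and replicate number by its genotype label, and the replicate numbers are those of the labels and of Fig. 3f. Cultures with the same number in different lines are separate cultures of separate lines.

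The authors isolated total RNA, prepared libraries with the Kapa mRNA HyperPrep kit, sequenced them on a NovaSeq 6000 as paired-end reads of 50 bp, aligned the reads to mm10 with STAR, and counted reads per gene with HTSeq. The deposited values are these whole-number counts per gene symbol, without normalization or filtering of genes. The paper's text does not name the annotation, the HTSeq version, or the strand setting, so overlapping genes and families of similar genes carry an uncertainty in their counts. The authors tested the counts with DESeq2 at an FDR adjusted P-value of at most 0.01. Library totals lay between 15838064 and 21366868 counted reads, and 20953 of 25239 gene symbols had at least 1 read. A mean was taken to be at the floor when no library of a line held more than 3 reads of the gene, and a fold change against such a line is given as a lower bound.

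From the counts, edgeR 4.0.16 in R 4.3.3 computed TMM factors, removed genes with its filterByExpr function, and fitted the quasi-likelihood model (glmQLFit and glmQLFTest) to all 9 libraries with 3 groups and no covariate. The contrasts were *Rbbp4 Ins/Ins* against control, *Rbbp4 Ins/Del* against control, the mean of both mutants against control, and *Rbbp4 Ins/Del* against *Rbbp4 Ins/Ins*. P-values were adjusted with the Benjamini-Hochberg method over the 14125 tested genes. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size of the 9 libraries. Genes over 2-fold had an absolute log2 fold change above 1 and, for the single mutants, a mean normalized count above 20 over the 6 libraries compared. Gene lists were tested with a two-sided Fisher's exact test, and tables were summarised with Python 3.11.15, pandas 2.3.3, and scipy 1.17.1. Gene positions, exon overlaps, and the guide site come from GENCODE M21 and RefSeq on GRCm38, the mm10 build.

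The fits were tested on simulated data, in which negative binomial counts were drawn for the tested genes from their means over the 9 libraries, their dispersions, and the library sizes, and 200 genes were changed by known folds in both mutants. Over the 13888 simulated genes that passed the filter, edgeR recovered 200, 198, and 200 of the changed genes in the contrasts of *Rbbp4 Ins/Ins*, *Rbbp4 Ins/Del*, and both mutants, with 3, 2, and 5 false calls. In the contrast between the mutants, in which no simulated gene differed, it called 0 genes. DESeq2 recovered 194, 192, and 197 of them among 14125 genes. All changed genes had a mean normalized count above 20 and changed by more than 2-fold. The simulation therefore does not test smaller changes, genes with fewer counts, or the scaling of libraries in which most genes change.

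The genes named in the text are every gene the paper names for an RNA measurement or as a mutated or assayed factor, and the 5 genes with the largest and the 5 with the smallest mean log2 fold change among genes past the threshold in both mutants, with a mean normalized count above 20 and every mutant library on one side of every control library. Members of lists written by hand are named when they passed the threshold and 2-fold in both mutants or when the members of a list are all given. Y-linked genes are also named when they passed the threshold in both mutants without a 2-fold change. The meiosis list and the axon guidance families (ephrins, Eph receptors, semaphorins, plexins, neuropilins, netrins, Dcc, Unc5, Slit, and Robo) were written by hand. The axon guidance rule took a family prefix followed by a digit or the end of the symbol, with any suffix for semaphorins. Applied to the counts it left out *Plxn* and *Unc5* genes whose symbols end in a letter and took in *Unc50*, and an alternative with the lettered genes was added after this was seen.

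The alternatives tried were DESeq2 1.42.0, DESeq2's size factors inside edgeR, scaling by total counts, all genes with at least 1 read, fits of only the groups compared, the replicate number as a block, each library left out in turn, an adjusted p-value limit of 0.05, an unadjusted p-value limit of 0.01, a test against a 2-fold change, other limits on the mean count, separate controls for each mutant, and another background for the gene lists. Added after the data were seen were counts without chromosome 14, the lettered genes, DESeq2 with a mean count above 20 over all 9 libraries, and DESeq2 with *Rbbp4 Ins/Ins* alone in place of the combined mutants. ChIP-seq and *Eed* knockout libraries were not analysed here.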

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

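The tests of reads shared with genes overlapping *Rbbp4* and of mislabelled libraries, both tests on 2-cell-like genes, and the comparison over all 10 divisions of the libraries were chosen only after the result was seen. Groups of 3 libraries are too small to test a single library as an outlier, and none was tested.

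The mutants differed from each other in 1527 genes at an adjusted p-value of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 872 higher and 655 lower in *Rbbp4 Ins/Del* than in *Rbbp4 Ins/Ins*, although the paper treats their profiles as similar. The 6 mutant libraries can be divided into 10 pairs of groups of 3, of which 4 part as many same-numbered libraries as the real one, and the others part fewer. Of these 4 divisions, 1, the real one, gave as many genes. The other divisions among the 4 gave 0 genes past the threshold and between 328 and 435 genes at an unadjusted p-value under 0.05, against 4348 for the real division. With 4 divisions the share can never be under 0.25. Over all 10 divisions the others also gave 0 genes, with between 328 and 680 at an unadjusted p-value under 0.05, but the share can then never be under 0.1. The number of divisions is therefore too small to exclude a chance division by the share alone. In the simulated libraries, which held no difference between the mutants, the same test called 0 genes. Their spread was drawn from the dispersions of the fit, so this cannot show whether the fit measured the spread of the real libraries well. Each mutant genotype is a single clone, so genotype and clone cannot be told apart either.

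*Rbbp4* was among these genes, with a log2 difference of 0.89 between *Rbbp4 Ins/Del* and *Rbbp4 Ins/Ins* (adjusted p = 4.1e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and every *Rbbp4 Ins/Del* library above every *Rbbp4 Ins/Ins* library. Reads of overlapping genes were weighed first. *Sync*, which overlaps *Rbbp4* on the opposite strand, held 12.3 normalized counts in the control, or 0.282% of the difference between control and *Rbbp4 Ins/Ins*, too few to account for it. *Gm26722*, which also overlaps *Rbbp4*, is not among the gene symbols of the counts. A swapped label was weighed next, and 9 of 9 libraries had their highest correlation with a library of their own line, so no single library appears exchanged. An exchange of the labels of whole lines would give the same count and is not excluded by it. One hypothesis is that the insertion lowers the level of *Rbbp4* mRNA. *Rbbp4 Ins/Del* carries the insertion on 1 of its alleles and its *Rbbp4* log2 fold change was 0.05, so under this hypothesis the deletion allele may make up the difference. Counts per gene do not separate alleles, and this was not tested.

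Among the other genes that the paper names and the 10 named for their extreme estimates, those that differed between the mutants by the same test had log2 differences of *Rbbp4 Ins/Del* relative to *Rbbp4 Ins/Ins* of -0.15 in *Rbbp7*, 0.17 in *Mapt*, -0.59 in *Frem2*, 0.49 in *Gsta3*, 0.15 in *Eed*, 0.12 in *Ezh2*, -0.20 in *Mta1*, 1.54 in *Akr1cl*, 0.76 in *Gm13128*, 1.70 in *Xlr5a*, and -1.19 in *Tagln*. In each of these genes every *Rbbp4 Ins/Del* library lay on one side of every *Rbbp4 Ins/Ins* library. *Ezh2* moved in opposite directions in the mutants, by -0.07 and 0.06, without passing the threshold in either. *Xlr5a* shares 5.48% of its exonic length with *Xlr5c* on the same strand, and *Tagln* overlaps *Gm48529*. Genes on the opposite strand also overlap *Akr1cl* (11.74%), *Eed* (6.82%), *Rbbp7* (5.98%), and *Ezh2* (2.61%). The differences of these genes therefore cannot be told apart from reads of the genes that overlap them. No biological explanation was tested for these differences.

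The paper does not discuss genes of 2-cell-like cells, a rare state of ESC cultures that resembles the 2-cell embryo. On a list of them written by hand, 15 were higher over 2-fold in both mutants: *Gm5662*, *Tcstv3*, *Tdpoz3*, *Tdpoz4*, *Usp17la*, *Usp17lb*, *Usp17lc*, *Usp17ld*, *Usp17le*, *Zfp352*, *Zscan4a*, *Zscan4b*, *Zscan4c*, *Zscan4d*, and *Zscan4f*. Under the alternatives the number lay between 15 and 17, and none of the listed genes was lower over 2-fold in both mutants under any of them. The copies within the *Zscan4*, *Usp17l*, and *Tdpoz* families are near identical, so the value of a single copy is uncertain. Shared reads within one family would not raise the others, and the genes come from 6 unrelated families. Of 17 markers tested, 16 rose by more than 1 on the log2 scale in both mutants. These are the genes whose rise led to the test, so the count restates the rise and does not weigh its cause. A larger share of 2-cell-like cells in the mutant cultures and a small rise in every cell cannot be told apart from counts of whole cultures.

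Of 26 imprinted genes tested, 4 were higher over 2-fold in both mutants, with log2 fold changes in *Rbbp4 Ins/Ins* and *Rbbp4 Ins/Del* of 3.06 and 3.85 in *H19*, 1.60 and 2.93 in *Nnat*, 1.97 and 2.98 in *Plagl1*, and 1.20 and 1.73 in *Xist*. Another 7 (*Igf2*, *Magel2*, *Meg3*, *Ndn*, *Peg3*, *Rian*, and *Sgce*) were lower over 2-fold in both. Under the alternatives between 3 and 4 were higher and 7 were lower. *Igf2* shares 62.83% of its exonic length with *Gm49394* on the same strand, so its fall by 1.22 in *Rbbp4 Ins/Ins* and 2.39 in *Rbbp4 Ins/Del* on the log2 scale is uncertain. On the opposite strand, *Tsix* overlaps 11.03% of the exonic length of *Xist* and *Gm26906* overlaps 6.79% of that of *Meg3*. Reads of these overlapping genes may have been counted with them. Gains and losses of imprinting arise in ESC clones in culture, and with one clone per genotype this cannot be told apart from the mutation. Neither was tested.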

How the results depend on the processing

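The alternatives below were chosen before the data were examined, except the counts without chromosome 14, the lettered axon guidance genes, and both DESeq2 settings that change a second choice, which were added after the data were seen. No test of an explanation belongs to this part.

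The numbers of genes past the threshold in each mutant and in both stayed within 1.5 times their main values under every alternative tried. With DESeq2, 3637 and 3644 genes were higher and lower in *Rbbp4 Ins/Ins* and 4023 and 3956 in *Rbbp4 Ins/Del*, and 7175 and 7814 of these were also past the threshold in edgeR. With an unadjusted p-value limit of 0.01, 4279 and 4335 were higher and lower in *Rbbp4 Ins/Ins* and 4484 and 4654 in *Rbbp4 Ins/Del*. Across the 9 fits that each left out one library, the numbers ranged from 3784 to 4119 and from 3728 to 4159 in *Rbbp4 Ins/Ins*, and from 3964 to 4536 and from 4170 to 4547 in *Rbbp4 Ins/Del*. The share of higher genes lay between 46.9% and 51.3% under every scaling and fit. Without the genes of chromosome 14, 4045 and 3858 genes were higher and lower in *Rbbp4 Ins/Ins*, 4260 and 4216 in *Rbbp4 Ins/Del*, and 1483 differed between the mutants.

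The number of genes that differed between the mutants depended most on the threshold. It rose from 1527 to 2727 with an unadjusted p-value limit of 0.01 and to 2682 with an adjusted limit of 0.05. Across the fits that each left out one library, it ranged from 988 to 1646. It was 1133 with DESeq2, 1691 with all genes with at least 1 read, and 1759 with fits of only the groups compared. The cause was not tested.

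The numbers over 2-fold fell when the test was against a 2-fold change, to 419 higher and 621 lower in *Rbbp4 Ins/Ins*, 603 and 713 in *Rbbp4 Ins/Del*, 405 and 565 in both mutants, and 656 and 838 in the combined mutants. This test asks for more than an estimate beyond 2-fold. With no limit on the mean count they were 989 and 1265 in *Rbbp4 Ins/Ins*, 1194 and 1436 in *Rbbp4 Ins/Del*, and 929 and 1144 in both. With the mean taken over all 9 libraries they were 774 and 943, 920 and 1078, and 732 and 854. Without chromosome 14 they were 690 and 893, 883 and 1022, and 646 and 799, and 1101 and 1230 in the combined mutants.

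The correlation of the log2 fold changes between the mutants, 0.965, moved to 0.829 with DESeq2, 0.787 with all genes with at least 1 read, 0.914 with separate controls, and 0.972 with genes with a mean count above 20, and ranged from 0.954 to 0.965 across the fits that each left out one library. The cause was not tested.

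Whether the replicate numbers pair the libraries was checked from the deviations from the line means. They correlated by 0.00525 on average in the 9 same-numbered pairs of libraries from different lines (-0.0395 to 0.0343) and by -0.00263 in the 18 other pairs, so the numbers do not pair them. With the replicate number as a block, 4077 and 4148 genes were higher and lower in *Rbbp4 Ins/Ins*, 4308 and 4487 in *Rbbp4 Ins/Del*, and 3604 and 3758 in both. In this block fit, 1499 genes differed between the mutants, and 701 and 1003, 899 and 1146, and 657 and 905 genes were over 2-fold in *Rbbp4 Ins/Ins*, *Rbbp4 Ins/Del*, and both. With the block the combined mutants had 1127 and 1359 genes over 2-fold, the correlation was 0.965, the odds ratios were 15.4 (meiosis) and 11.8 (axon guidance), and 110 and 108 genes of Supplementary Table 2 kept the listed direction and passed.

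The odds ratio of the meiosis list stayed between 12.9 and 16.1 and that of the axon guidance families between 9.32 and 11.9, with p-values from two-sided Fisher's exact tests of at most 7.9e-12 and 1.6e-11. The lowest axon guidance value came with the lettered genes. With all tested genes as background they were 14.5 and 10.3.

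For the 30 named genes tested, 54 of 60 log2 fold changes kept their direction and side of the threshold under every alternative tried, and 6 changed, 3 of them weaker, 2 stronger, and 1 reversed. The reversed one was *Npm1* in *Rbbp4 Ins/Ins*, which was -0.03 and became 0.00759 without *Rbbp4 Ins/Ins* replicate 1, in a range from -0.0411 to 0.00759 across the fits that each left out one library, and none of its values passed the threshold under any alternative. The cause was not tested.

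Depth limits the genes with few reads. *Hoxa10*, *Hoxd9*, *Pax7*, and *Runx2* had too few reads for a test, and the lower bounds given for genes at the floor of 3 reads rise with depth.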

Differences from the paper's values

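No explanation was tested in this part, and the settings of DESeq2 that change a second choice and the comparison with the SD within a line were chosen only after the values were seen. With edgeR and the settings of the text, no number of genes differed from the paper's by more than 1.5 times.

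At the threshold of the paper, 4100 genes were higher and 4152 lower in *Rbbp4 Ins/Ins*, against the paper's 3637 and 3642, and 4321 and 4508 in *Rbbp4 Ins/Del*, against the paper's 4022 and 3954. With DESeq2, an alternative set before the data were examined, the numbers were 3637 and 3644 in *Rbbp4 Ins/Ins* and 4023 and 3956 in *Rbbp4 Ins/Del*.

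Over 2-fold, 703 genes were higher and 1004 lower in *Rbbp4 Ins/Ins*, against the paper's 762 and 936, and 899 and 1143 in *Rbbp4 Ins/Del*, against the paper's 919 and 1066. With DESeq2 and a mean count above 20 over all 9 libraries, a setting chosen after seeing the values, they were 762 and 936 in *Rbbp4 Ins/Ins* and 919 and 1066 in *Rbbp4 Ins/Del*, the paper's numbers. In both mutants, 659 were higher and 904 lower, and 721 and 851 under that setting. The paper's text gives 691 and 828 and the legend of its Fig. 4c gives 712 and 851. Among the alternatives set before the data were examined, a test against a 2-fold change was more than 1.5 times below the paper's numbers, with 419 and 621 genes in *Rbbp4 Ins/Ins*, 603 higher in *Rbbp4 Ins/Del*, and 405 higher in both. Its 565 genes lower in both lay more than 1.5 times below the 851 of the legend.

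For the combined mutants, 1123 genes were higher and 1358 lower over 2-fold, against the paper's 967 and 1207 for *Rbbp4* mutants. With a mean count above 20 over all 9 libraries they were 852 and 1001, below the paper's numbers. With all genes with at least 1 read they were 1282 and 1578. With DESeq2 and *Rbbp4 Ins/Ins* alone in place of the combined mutants, a setting chosen after seeing the values, they were 967 and 1207. Under the same setting, the log2 fold changes of 113 of the 113 genes found from Supplementary Table 2 lay within 0.0001 of the paper's, with a median absolute difference of 2e-05. With DESeq2 in *Rbbp4 Ins/Del* the median difference was 0.324 and in the combined mutants 0.162, and 0 genes lay within 0.0001 in either. *Frem2* was -2.82 and *Gsta3* 2.73 in the combined mutants, against the paper's -2.5233 and 2.4942, and -2.52 and 2.49 under that setting. The combined values lay 0.29 and 0.24 from the paper's. Since the paper's values match those of *Rbbp4 Ins/Ins* alone, these differences set a mean of both mutant lines against a single line. These differences are larger than the SD within a line, which was 0.17 in *Rbbp4 Ins/Ins* and 0.10 in *Rbbp4 Ins/Del* for *Frem2* and 0.08 and 0.11 for *Gsta3*, and smaller than the SD over all 6 mutant libraries (0.34 and 0.28), which includes the difference between the lines. Without control replicate 2, *Gsta3* was 2.91, farther from the paper's value than both.

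*Mapt* was 14.2-fold higher in the combined mutants, against the paper's 14.4, and the alternatives set before the data were examined gave 13.8-fold to 14.9-fold. The difference of 0.203 is smaller than the SD within a line, 0.268 in *Rbbp4 Ins/Ins* and 0.270 in *Rbbp4 Ins/Del*. With DESeq2 and *Rbbp4 Ins/Ins* alone, the setting chosen after seeing the values, *Mapt* was 13.4-fold higher, farther from the paper's value.

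The paper states, with a genome browser view, that p300 mRNA was not lower in the mutants (Fig. 3f). *Ep300* had a log2 fold change of -0.16 in each mutant, with an adjusted p-value of 7.5e-06 in *Rbbp4 Ins/Ins* and 1.4e-05 in *Rbbp4 Ins/Del* from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 6 mutant libraries lay below all 3 control libraries. Over the 15 alternatives the adjusted p-value was at most 1.8e-04 in *Rbbp4 Ins/Ins* and 5.4e-04 in *Rbbp4 Ins/Del*. The change is small, a mean that fell by 10.8% and by 10.3%. It is below the median absolute log2 fold change of the tested genes, 0.30 in *Rbbp4 Ins/Ins* and 0.34 in *Rbbp4 Ins/Del*. Each mutant genotype is a single clone, so the p-values do not cover variation between clones.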

Other observations

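Both tests on the chromosome 14 segment, the windows used in the test of whole-chromosome copy number, and the comparisons over all 10 divisions of the libraries were chosen only after the result was seen.

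Chromosome 14 stood apart from the other chromosomes in both mutants. Its median log2 fold change was -0.57 in *Rbbp4 Ins/Ins* and -0.60 in *Rbbp4 Ins/Del*, the farthest from 0 of the chromosomes with at least 20 tested genes, which leaves out the Y chromosome. The next farthest of these was the X chromosome, at -0.20 in both. A change in copy number of the whole chromosome would move all of it. Its windows of 10 Mb were compared where they held at least 20 tested genes with a mean normalized count above 20. Of these 7 windows, 4 lay beyond 0.3 in both mutants, so a change of the whole chromosome was dropped. A first version of this test compared the genes on either side of the median gene of the chromosome. It would have kept such a change in *Rbbp4 Ins/Del*, with medians of -0.309 and -0.798. In *Rbbp4 Ins/Ins* the medians were -0.289, within the limit of 0.3, and -0.800. The shift was in a segment between gene starts at 45283087 and 87416178, bounded on every other gene. Among the 122 genes of the segment left out of that step, 88.5% had an estimate below 0 in both mutants, with a median log2 fold change of -0.87, against 53.9% of 89 such genes elsewhere on chromosome 14 and 43.8% of 12284 genes of other chromosomes. These shares cover genes with a mean normalized count above 20. The median of the segment was between -0.92 and -0.88 in each of the 6 mutant libraries and between -0.01 and 0.01 in the controls. Among windows of other chromosomes with at least 20 tested genes with a mean normalized count above 20, none lay beyond 0.5 in both mutants, and the farthest was at -0.46 and -0.44. Windows with fewer genes were not compared. A different copy number of this segment in the control and mutant lines is a candidate explanation. The median of -0.87 lies between the log2 ratios of 2 copies to 3 and of 1 copy to 2, so an extra copy in the control cannot be told apart from a lost copy in the mutants. A regional change of expression after mutation of *Rbbp4* cannot be excluded from counts. The segment holds 91 of the 904 genes lower over 2-fold in both mutants, among them *Samd4*, *Gata4*, and *Rec8*.

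RNA of other cells in the control cultures was weighed for the genes lower over 2-fold in both mutants, with lists of markers written by hand. Of 8 fibroblast markers tested, 6 (*Acta2*, *Col1a1*, *Col1a2*, *Col3a1*, *Lox*, and *Pdgfrb*) were lower by more than 1 on the log2 scale in both mutants, *Thy1* rose by 2.43 and 2.77, and *Fbln2* (-0.16 and 0.36) did not pass the threshold in either. *Dcn*, *Lum*, *Postn*, and *Fap* had too few reads for a test. *Acta2* is also among the 5 genes named for the lowest estimates, and the count does not rest on it alone. A share of fibroblast-like or differentiating cells in the control cultures that is smaller in the mutants is a candidate explanation, and it cannot be told apart from a fall of these genes in the ESCs. The culture methods name no feeder cells. For primitive endoderm, 2 of 11 markers tested (*Dab2* and *Gata4*) fell by as much, and *Gata4* lies in the chromosome 14 segment. By this cutoff the cell type was dropped. At the threshold alone, 5 of the 11 were lower in both mutants and 1 was higher. A smaller fall in the share of such cells is therefore not excluded. *Pax6* fell by 3.19 and 4.50 on the log2 scale and *Nes* by 2.93 and 3.08.

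Loss of the Y chromosome from part of the control cells was weighed for the Y-linked genes. Of 7 tested, 3 had an estimate above 0 in both mutants, of which only *Kdm5d* was past the threshold in both, and 3 others (*Eif2s3y*, *Uba1y*, and *Uty*) were past it and lower in both. *Eif2s3y* changed by -0.38 and -0.75 on the log2 scale. The Y-linked genes did not rise together, so this was dropped.

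Across 13891 genes, the log2 fold change in *Rbbp4 Ins/Ins* had a Spearman correlation of -0.183 with gene length, and in *Rbbp4 Ins/Del* of -0.155. With GC content it was 0.0860 and 0.0488. These lay under the limit of 0.3 set for a bias. Of the 6 mutant libraries, 2 had totals outside the range of the control totals, so library size did not separate the lines.

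The libraries of each mutant and the control can be divided into 10 pairs of groups of 3, of which 4 part as many same-numbered libraries as the real one and the others fewer. For *Rbbp4 Ins/Ins*, 1 of these 4, the real one, gave as many genes past the threshold (8252), and the others gave 0, with between 131 and 274 genes at an unadjusted p-value under 0.05. For *Rbbp4 Ins/Del*, 1 of the 4 gave as many (8829), and the others gave 0, with between 111 and 124 at an unadjusted p-value under 0.05. Over all 10 divisions the others also gave 0, with between 102 and 274 genes at an unadjusted p-value under 0.05 for *Rbbp4 Ins/Ins* and between 72 and 146 for *Rbbp4 Ins/Del*. With 4 divisions the share can never be under 0.25, and with 10 never under 0.1, so the share alone cannot exclude a chance division. For the combined mutants, 1 of 27 divisions, the real one, gave as many genes (8166), and the others gave at most 7, with between 19 and 3900 at an unadjusted p-value under 0.05, against 9947 for the real one. Each of these divisions sets 1 library of each replicate number against the other 6, in a fit with only these groups. With 27 divisions the share can never be under 0.037, so the test argues against a chance division only to that extent. Every division but the real one puts control libraries in a group with mutant libraries, which widens the spread within its groups. Divisions that set one mutant line apart from the rest are among them.

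The paper reports that protein levels of PRC2 and HDAC complex subunits were not impaired. The log2 fold changes of their mRNA in *Rbbp4 Ins/Ins* and *Rbbp4 Ins/Del* were 0.51 and 0.66 for *Eed*, 0.16 and 0.11 for *Suz12*, -0.07 and 0.06 for *Ezh2*, -0.48 and -0.68 for *Mta1*, 0.18 and 0.25 for *Hdac1*, and -0.08 and -0.22 for *Rbbp7*. Of these, *Ezh2* in both lines and *Rbbp7* in *Rbbp4 Ins/Ins* did not pass the threshold. Among 29 subunits of complexes with RBBP4 on a list written by hand, 12 were higher and 5 lower in both mutants, and *Phf19* rose most, by 1.55 and 1.47.

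Of 15 pluripotency genes on a list written by hand, 9 were higher and 3 lower in both mutants at an adjusted p-value of at most 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes in *Rbbp4 Ins/Ins* and *Rbbp4 Ins/Del* of the higher genes were 1.91 and 2.12 for *Tbx3*, 0.90 and 1.06 for *Zfp42*, 0.87 and 0.81 for *Tfcp2l1*, 0.73 and 0.77 for *Klf4*, 0.55 and 0.59 for *Esrrb*, 0.52 and 0.64 for *Fgf4*, 0.47 and 0.28 for *Dppa5a*, 0.41 and 0.43 for *Nanog*, and 0.34 and 0.38 for *Sall4*. The lower genes were *Lin28a* (-1.43 and -1.55), *Dppa3* (-0.28 and -1.21), and *Utf1* (-0.48 and -0.72). *Pou5f1* (-0.12 and -0.03) and *Sox2* (0.12 and 0.02) passed the threshold in *Rbbp4 Ins/Ins* only, and *Klf2* (0.06 and 0.03) in neither. *Dppa3* differed between the mutants by -0.93 (adjusted p = 1.8e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Smaller differences of *Rbbp4 Ins/Del* relative to *Rbbp4 Ins/Ins* that passed the threshold included -0.24 in *Utf1*, 0.20 in *Tbx3*, and -0.19 in *Dppa5a*. They also included -0.13 in *Lin28a*, 0.12 in *Fgf4*, and -0.10 in *Sox2*.

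Of the genes the paper assayed by ChIP-qPCR, *T* was at least 14.6-fold lower in *Rbbp4 Ins/Ins* and at least 14.4-fold lower in *Rbbp4 Ins/Del*, and *Wnk2* changed by -1.11 and -0.98 on the log2 scale. The log2 fold change of *Shc3* was 0.42 in *Rbbp4 Ins/Ins*, which did not pass the threshold, and 0.98 in *Rbbp4 Ins/Del*, which passed it but not in 5 of 15 alternatives. Of the paper's negative controls, *Fancg* changed by -0.40 and -0.55. The estimates were 0.26 and 0.19 for *Mybl1*, which passed in *Rbbp4 Ins/Ins* only, and -0.03 and -0.10 for *Npm1*, which passed in *Rbbp4 Ins/Del* only. These calls depend on the setting. Over 15 alternatives, *Mybl1* failed in 1 in *Rbbp4 Ins/Ins* and passed in 3 in *Rbbp4 Ins/Del*, and *Npm1* failed in 2 in *Rbbp4 Ins/Del*.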
